A study of Gallus gallus and Bos taurus and Sus scrofa with 48 samples. Its data were reported in "Functional annotations of three domestic animal genomes provide vital resources for comparative and agricultural research" (2021).

How the data were processed

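H3K27me3 was profiled in frozen tissue from 2 adult males of each of 3 species, with 8 tissues per animal. One antibody lot served all chicken and pig libraries, and another lot all cattle libraries. The labels give each library's species, tissue and animal, and these were the only source of the groups. The 48 lists used here were made by the authors, one per library, so peaks had been called separately in each animal and not on pooled reads. According to the paper, the authors trimmed single-end reads with Trim Galore, aligned them with BWA mem, removed alignments of low mapping quality with SAMtools and duplicates with Picard, and called peaks with MACS2 in its mode for broad marks. An input without antibody was made for each sample, but whether it was the control in peak calling is not stated. Builds were GalGal6 for chicken, Sscrofa11.1 for pig and ARS-UCD1.2 for cattle.

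Each list has 9 columns. In addition to its position, a peak has a deposited score, a deposited fold enrichment ratio over background, and deposited −log10 values of its p-value and q-value, all as given by the authors' peak caller. These values belong to a peak within its own list. Only the −log10 q was used here, to filter peaks or to take them in order within a list. The lowest −log10 q per list lay between 1.00 and 1.05, that is a q of about 0.1. The study states a cutoff of 0.05 in broad mode, and whether another limit applied to the broad regions is not stated. Between 58.2% and 96.8% of the peaks of a list had a q of 0.05 or less, and between 9.51% and 84.4% a q of 0.01 or less. Peaks were used as listed, and a limit of 0.05 was added as an alternative after the files were examined. No list held overlapping peaks, and 0 lists were identical to another.

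Covered length was the number of bp under the peaks of a library. Since no sequence lengths were used, the span of a sequence was the highest peak end on it in any library of the species, which gave 1052.4 Mb in chicken, 2472 Mb in pig and 2649 Mb in cattle. All sequences were used, unplaced ones included, unless autosomes are named. Overlap between lists was the Jaccard index in bp. Windows of 10 kb were called in a library when peaks covered at least 50% of them. Depth is not given by a peak list, and a deeper library can yield a longer list, so list lengths and numbers of windows may carry differences in depth. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

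With 2 libraries per group, tests were exact permutation tests across the libraries or tissues of a species. The share of variance between tissues and the overlap of same-tissue libraries were tested over all 2027025 ways of pairing 16 libraries (one-sided). Brain tissues (cerebellum, cerebral cortex and hypothalamus) were compared with the others over all 56 choices of 3 of the 8 tissues, on means of the 2 animals, so that p cannot fall below 0.0179. Differences between species in the brain effect used the same 56 choices (two-sided). Differences between species in covered share and between sex chromosome and autosomes were tested by all 256 sign flips over tissues (two-sided), with 0.0078 as the smallest permutation p. The tissues of a species come from the same 2 animals and are not independent replicates. These values therefore measure consistency over tissues and not over animals. Correlations over autosomes used 100000 permutations. The 10 kinds of test in 3 species or pairs of species made 30 tests, adjusted together by the Benjamini-Hochberg method. Shares of windows and peak widths have no test and are given with the SD between animals. The regions named by position were fixed by rule before the data were examined, as the 3 longest runs per species of windows called in all libraries. That rule also listed named genes and promoters, which were not analysed here because no annotation on these builds was used.

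The animal names pair the libraries, since all 8 tissues of a name come from 1 animal. The check of this pairing was the overlap between different tissues of the same animal minus that of different animals, which was 0.00858 in chicken, -0.00308 in pig and -0.00129 in cattle, none past the threshold of 0.05. Tests with the animal as a block permuted tissues within each animal (40320 orders, or 3136 choices for the brain tissues). The latter let the chosen tissues differ between the 2 animals and so count a tissue's libraries as separate units.

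The functions were tested on simulated data. Jaccard indices were compared with a base-by-base count and with bedtools 2.31.1. In 200 simulated data sets without an effect, p was under 0.05 by permutation in 5% for the tissue effect, 7% for the same-tissue overlap, 9% for the animal effect, 2% for the brain contrast and 7% for the sign flips. With a large simulated effect these shares were 98%, 100%, 100%, 100% and 100%.

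The alternatives chosen before the data were examined were peaks with q at most 0.01, peaks of at least 1 kb, autosomes only, peaks closer than 3 kb merged, a linear scale, numbers of peaks, lists reduced to the same covered length in order of q, 2 other overlap measures, 5 kb windows, windows called at any overlap, a log2 ratio between species, Pearson's r on log10 span, the animal as a block, and each library left out in turn. A q limit of 0.05 for all results, a set without the cerebellum, and the comparison of brain similarity between species were added later.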

Results

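The data were lists of regions enriched for H3K27me3, a histone mark deposited by polycomb complexes on repressed chromatin, measured by chromatin immunoprecipitation and sequencing in 8 tissues of chicken, pig and cattle. The tissues were adipose, cerebellum, cerebral cortex, hypothalamus, liver, lung, skeletal muscle and spleen, and each was taken from the same 2 adult males of a species. This gave 48 libraries in 24 groups of 2, named here by species, tissue and animal (A and B in chicken, P348 and P350 in pig, M08 and M22 in cattle). The number of peaks ranged from 24313 to 86269 per library in chicken, from 38660 to 147606 in pig and from 21809 to 179699 in cattle, 3754148 in all. A peak list does not give the number of reads behind it, and read counts were not used here, so the depth is unknown from the lists and no interval that needs it is given.

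The first question was how much of each genome carried the mark and whether this differed between tissues by more than between animals. Peaks covered 3.48% (lung of animal A) to 21.9% (cerebral cortex of animal A) of the genome span in chicken libraries. In pig libraries, the range was 1.38% (spleen of P348) to 12.5% (spleen of P350), and in cattle libraries 1.12% (skeletal muscle of M22) to 10.2% (lung of M08). On the log2 scale, 82.4% of the variance in covered length among the 16 chicken libraries lay between tissues (exact permutation p = 0.0228, one-sided). In cattle the share was 81.7% (exact permutation p = 0.0222), and in pig it was 63.2% (exact permutation p = 0.187). After adjustment over the 30 tests of the report by the Benjamini-Hochberg method, the exact permutation p of both chicken and cattle was 0.0502, so none of the 3 held the threshold of 0.05. The alternative that moved the chicken value most was counting peaks in place of covered length, which gave a share of 0.66 of the variance (exact permutation p = 0.129). In pig the value rested on single tissues. Without the spleen, the share was 0.976 (exact permutation p = 0.00134), and without the liver it was 0.361 (exact permutation p = 0.812). In cattle the share was 0.724 without adipose (exact permutation p = 0.0875) and 0.772 without skeletal muscle (exact permutation p = 0.0519). Both lie above the threshold.

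**Figure D1:**
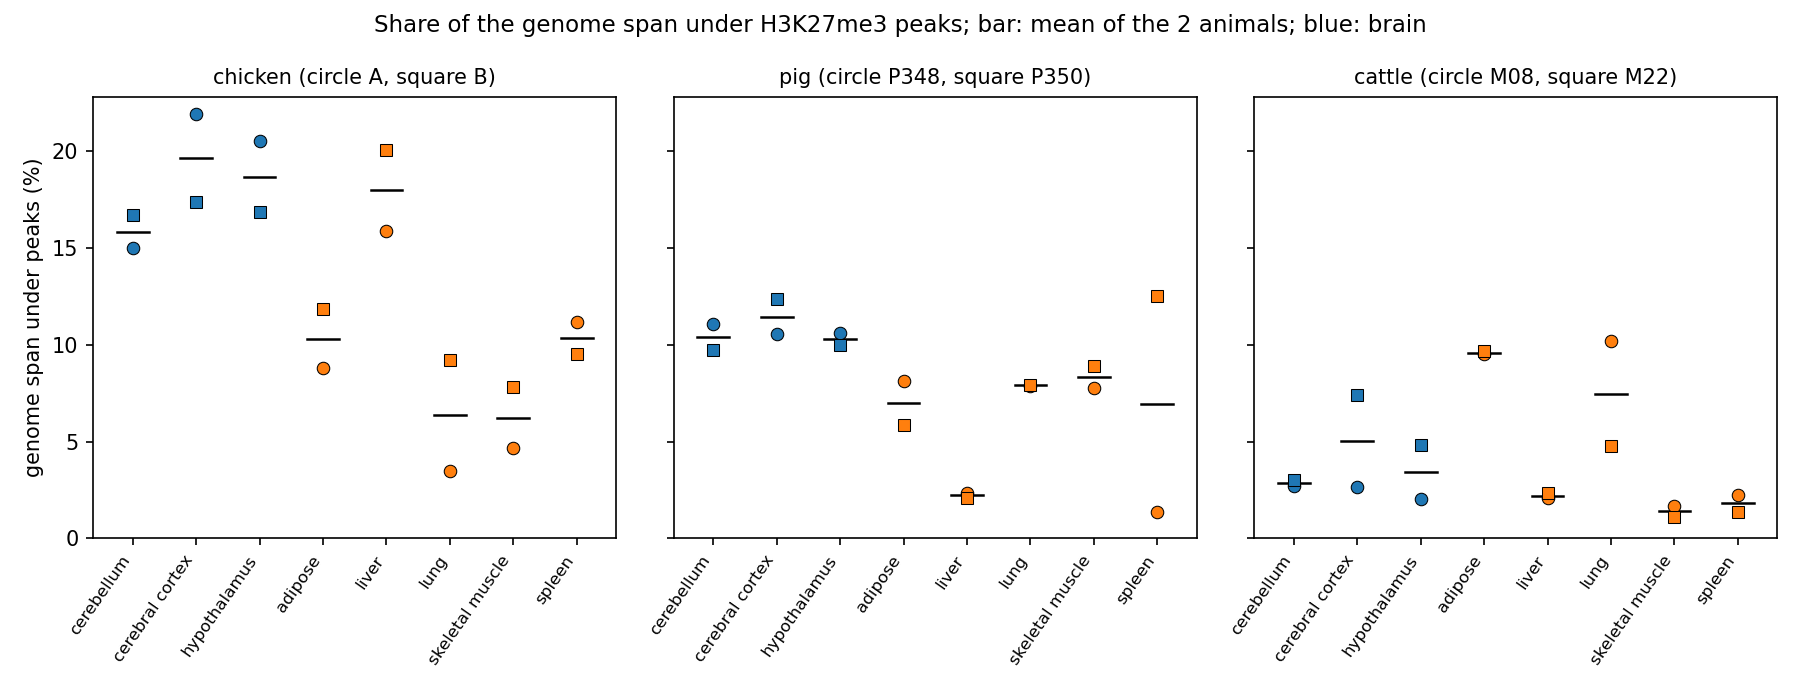
Percent of the genome span under H3K27me3 peaks (vertical axis) in each tissue (horizontal axis) of chicken, pig and cattle; circles and squares are the 2 animals of a species, horizontal bars their mean, and blue symbols the brain tissues. The 2 pig spleen libraries sit at 1.38% and 12.5%.

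The 3 brain tissues were then set against the other 5. In chicken, peaks covered on average 18.1% of the span in brain tissues and 10.2% in the others, a difference in mean log2 covered length of 0.97 (exact permutation p = 0.0714 over 56 choices of 3 tissues, two-sided). The values in pig were 10.7% and 6.48%, a log2 difference of 1.01 (exact permutation p = 0.0714). In cattle they were 3.77% and 4.49%, and the log2 difference was 0.08 (exact permutation p = 0.929). In each species all 3 brain tissues lay above the median of the other tissues. The adjusted exact permutation p was 0.119 in chicken and pig. With tissues permuted separately in each animal, that is with the animal as a block, the chicken difference of 0.97 and the pig difference of 1.01 passed the threshold (exact permutation p = 0.00957 and 0.0344). The cattle difference changed sign on the linear scale, where it was -0.722 percentage points, and with numbers of peaks, where it was -0.12 on the log2 scale. On the linear scale the pig difference was 4.24 percentage points (exact permutation p = 0.0357). The difference between species in this brain effect was -0.04 for chicken minus pig (exact permutation p = 1), 0.89 for chicken minus cattle (p = 0.357, exact permutation) and 0.93 for pig minus cattle (exact permutation p = 0.286), none past the threshold.

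Whether libraries of one tissue resembled each other was asked through the Jaccard index, the bp that 2 lists share divided by the bp in either. In chicken the mean index of the 2 animals of a tissue was 0.381 ± 0.124 (SD, n = 8 pairs) and that of different tissues was 0.264 ± 0.0892 (SD, n = 112 pairs), a difference of 0.117 (exact permutation p = 0.00142 over 2027025 ways of pairing the libraries, one-sided; adjusted 0.0106). The means in pig were 0.328 ± 0.141 (SD, n = 8) and 0.242 ± 0.113 (SD, n = 112), a difference of 0.0863 (exact permutation p = 0.000218, adjusted 0.00326). In cattle they were 0.315 ± 0.141 (SD, n = 8) and 0.120 ± 0.0651 (SD, n = 112), a difference of 0.195. The exact permutation p there was 4.93e-07, the smallest that the pairings can give, and 1.48e-05 after adjustment. The alternative that moved the chicken difference most was the share of peaks at least 50% covered in place of the Jaccard index, which gave 0.0563 (exact permutation p = 0.00212). All 3 differences stayed on their side of the threshold under every alternative run and with each tissue left out. A single library's closest list was that of the same tissue in the other animal for 6 of the 16 chicken libraries, 6 of the 16 pig libraries and 11 of the 16 cattle libraries. The highest index in chicken, 0.593, was between the cerebellum and the cerebral cortex of animal B, and the lowest between animals of one tissue was 0.0852, in pig spleen.

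**Figure D2:**
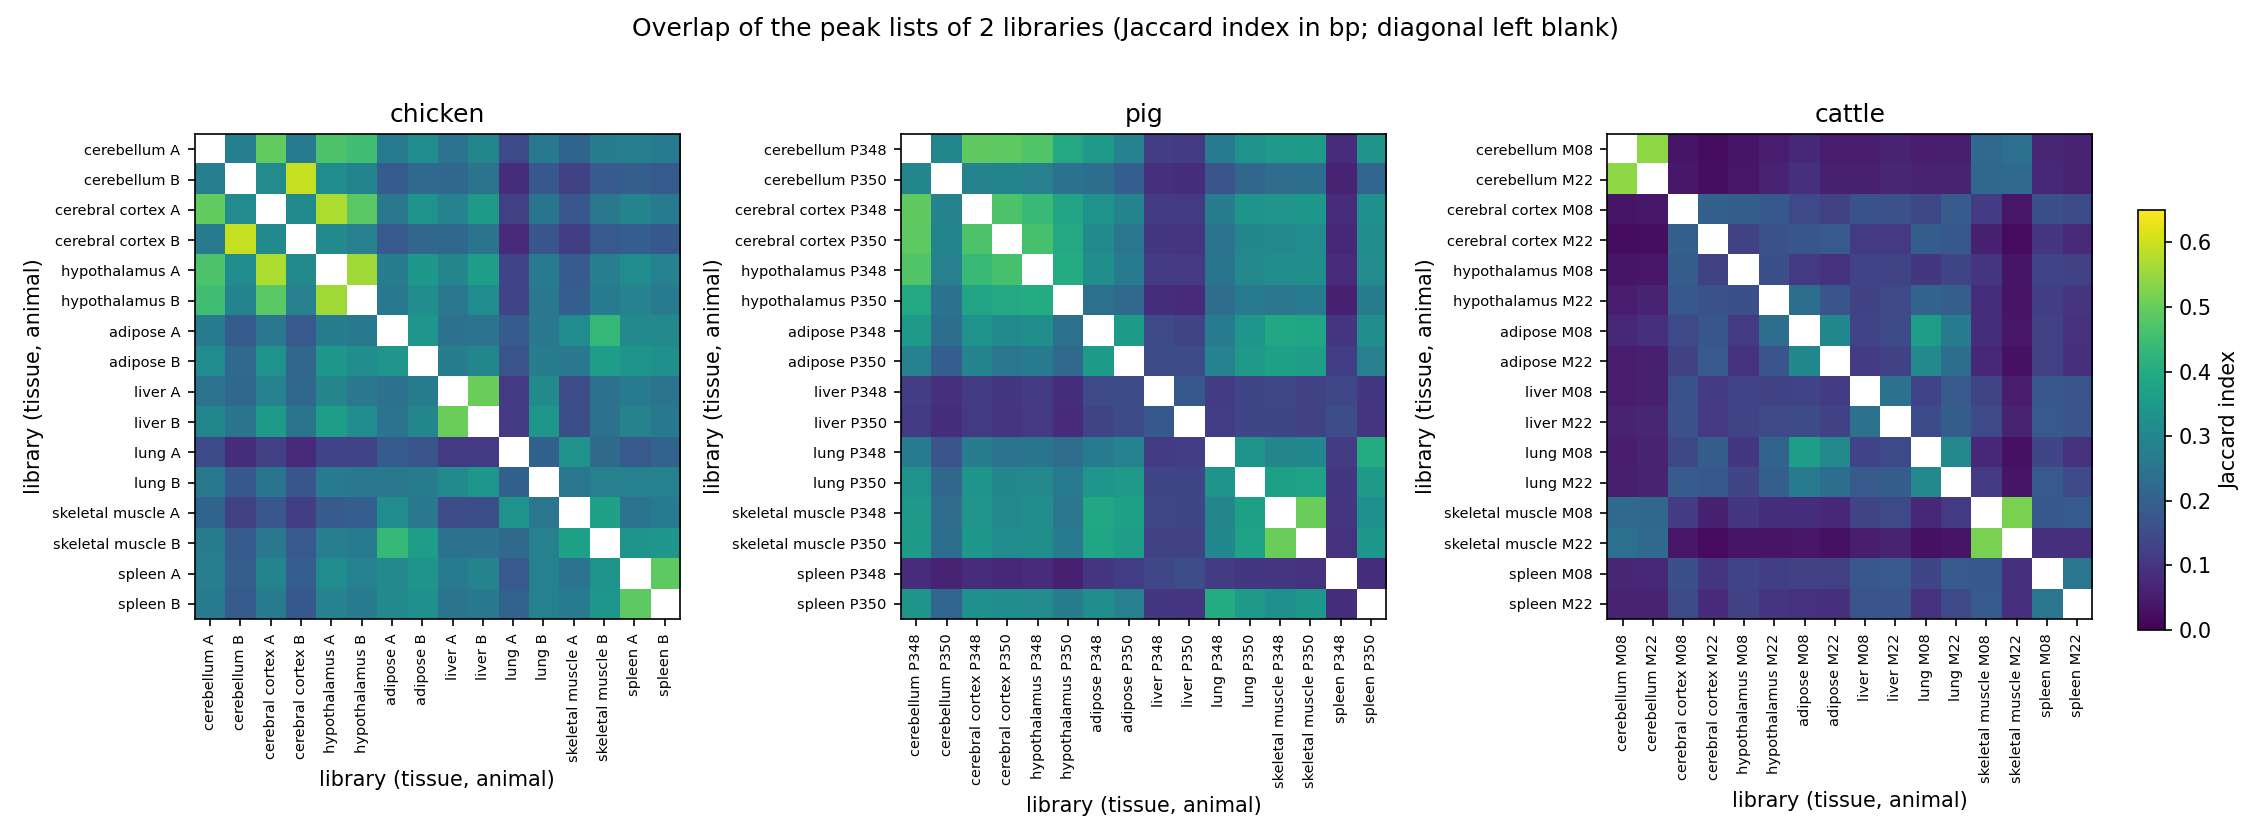
Jaccard index in bp between the peak lists of all pairs of libraries of a species; rows and columns are libraries (tissue and animal), brain tissues first, and the colour scale is the index. The cattle cerebellum pair (0.538) and skeletal muscle pair (0.52) are brighter than their rows, and the chicken cerebellum and cerebral cortex of animal B share an index of 0.593.

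The overlap of different tissues was next compared within and between animals. The index within an animal minus that between animals was 0.00858 in chicken (exact permutation p = 0.547, two-sided, over 256 relabellings), -0.00308 in pig (exact permutation p = 0.242) and -0.00129 in cattle (exact permutation p = 0.508), none past the threshold.

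The brain tissues were compared with each other by the same index, between animals only. In chicken the mean index among brain tissues was 0.356, against 0.248 for the other pairs of tissues, a difference of 0.108. In pig the means were 0.383 and 0.227, a difference of 0.156. In both species no other choice of 3 tissues reached the brain value (exact permutation p = 0.0179, one-sided, the smallest that 56 choices can give; adjusted 0.0487). In cattle the means were 0.0763 and 0.126, and the difference of -0.0497 was in the other direction (exact permutation p = 0.964). With the cerebellum not used, an alternative added later, the cattle difference was 0.0179 (exact permutation p = 0.381). With every library of a species reduced to the same covered length, the difference was 0.0203 in chicken (exact permutation p = 0.339) and 0.116 in pig (exact permutation p = 0.0893), both short of the threshold. With the hypothalamus of animal B left out, the chicken difference was 0.0485 (exact permutation p = 0.161). The pig difference was 0.118 without the cerebellum of P348 (exact permutation p = 0.0714) and 0.102 without the cerebral cortex of P350 (exact permutation p = 0.0893).

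To count regions, the genome was divided into 10 kb windows, and a window was called in a library when peaks covered at least 50% of it. At least 1 library called 40345 windows in chicken, 53474 in pig and 37043 in cattle. In chicken, 591 windows were called in every brain library and in no other library, and in pig 518. No other choice of 3 tissues gave more than 23 such windows in chicken or 10 in pig (exact permutation p = 0.0179 in both, the smallest possible, adjusted 0.0487). In cattle 0 windows were brain-only (exact permutation p = 1), and another choice of 3 tissues gave up to 112. At the same covered length per library, the counts fell to 28 in chicken and 24 in pig. No other choice of 3 tissues reached them at that length (exact permutation p = 0.0179 in both). In pig 1290 windows were brain-only without the cerebellum of P350.

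Of the windows called in at least 1 tissue of an animal, 3.38% ± 0.541 (SD, n = 2 animals) in chicken were called in all 8 tissues. The share was 1.21% ± 0.0507 (SD, n = 2) in pig and 0.0716% ± 0.0858 (SD, n = 2) in cattle. The percent called in 1 tissue only was 35.2% ± 1.10 (SD, n = 2) in chicken, 37.9% ± 5.62 (SD, n = 2) in pig and 60.0% ± 7.87 (SD, n = 2) in cattle. Counting any overlap as a call moved these shares most, to 11.5% in all tissues and 13.5% in 1 tissue in chicken, 8.49% and 22.1% in pig, and 1.46% and 32.0% in cattle. Without the liver of P350 the pig share in all tissues was 2.81%, and the cattle share was 0.718% without the cerebellum of M08 and 0.159% without skeletal muscle of M22.

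Windows called in both libraries of 1 tissue and in no other library numbered 3151 in chicken, of which 2118 were in liver, 578 in hypothalamus and 338 in spleen. In pig there were 1263, with 364 in skeletal muscle, 356 in hypothalamus, 334 in cerebral cortex and none in liver or spleen. In cattle there were 3073, with 1585 in cerebellum, 970 in adipose and 321 in lung. The counts have no test and moved with single libraries, and so did the order of tissues. With 1 library left out, pig cerebellum had up to 5206 windows (135 with all libraries) and pig spleen up to 4388, cattle cerebral cortex up to 4397, adipose 4233 and lung 4206, and chicken cerebral cortex up to 1741. With any overlap as a call, pig liver had 415 and pig spleen 146. The chicken total was 5304 without the liver of animal A and 4783 and 4917 without the cerebral cortex of A and of B. The pig total was 6745 without the cerebellum of P348, 5651 without the spleen of P348, and 1971 to 2908 without adipose, cerebellum or cerebral cortex of P350, cerebral cortex or skeletal muscle of P348, or either hypothalamus. The cattle total was 7339 without the cerebral cortex of M08, 7109 and 6368 without adipose of M08 and of M22, and 4820 and 7025 without lung of M08 and of M22.

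Windows called in all 16 libraries of a species numbered 598 in chicken, 299 in pig and 3 in cattle. The longest runs of such windows in chicken lay on chromosome 33 at 7490001 to 7670000 (180 kb), on chromosome 2 at 32650001 to 32730000 (80 kb) and on chromosome 27 at 6140001 to 6220000 (80 kb), on the GalGal6 build. In pig they lay on chromosome 5 at 19140001 to 19280000 (140 kb), on chromosome 12 at 24840001 to 24900000 (60 kb) and on chromosome 15 at 81870001 to 81930000 (60 kb), on Sscrofa11.1. The 3 cattle windows were single, on chromosome 15 at 62580001 to 62590000, chromosome 21 at 20830001 to 20840000 and chromosome 3 at 21310001 to 21320000 of ARS-UCD1.2. Genes in these regions were not analysed here.

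Between species, the covered share averaged over tissues was 13.2% ± 5.52 (SD, n = 8 tissues) in chicken, 8.07% ± 2.89 (SD, n = 8) in pig and 4.22% ± 2.93 (SD, n = 8) in cattle. The difference between chicken and pig was 5.10 percentage points, with the chicken mean higher in 6 of 8 tissues (exact permutation p = 0.0469 by sign flips over tissues, two-sided; adjusted 0.0879). Chicken exceeded cattle by 8.95 percentage points, in 7 of 8 tissues (exact permutation p = 0.0234, adjusted 0.0502), and pig exceeded cattle by 3.85, in 7 of 8 (exact permutation p = 0.0391, adjusted 0.0781). None of the 3 held after adjustment. The chicken and pig difference was 4.41 without the spleen of P348 (exact permutation p = 0.102) and 0.77 as a log2 ratio (exact permutation p = 0.0625). The pig and cattle difference was 2.71 with peaks of q at most 0.01 (exact permutation p = 0.0547) and 3.15 without the spleen of P350 (exact permutation p = 0.0859). All cattle libraries were made with another antibody lot than the chicken and pig libraries, so lot and species cannot be told apart in the comparisons with cattle. The paper aimed at the same number of reads for this mark in every species, on spans of 1052.4 Mb in chicken, 2472 Mb in pig and 2649 Mb in cattle. Reads per base may therefore differ between species, and no share was compared at equal depth. The tissues come from the same 2 animals per species and are not independent replicates.

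Peaks were mostly narrow. The median width averaged over the 16 libraries was 990 bp in chicken, 953 bp in pig and 928 bp in cattle, with SDs between the animals of a tissue of 127, 233 and 98.8 bp. Peaks of 10 kb or more held 29.9% of the covered length in chicken, 19.0% in pig and 9.37% in cattle, with SDs of 6.98, 8.04 and 3.34.

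All animals were male, so the chickens carry 2 copies of Z and the mammals 1 copy of X. Peaks covered 9.58% of Z and 13.7% of the autosomes in chicken, a mean log2 ratio over tissues of -0.59. In pig they covered 1.18% of X and 8.64% of the autosomes (log2 ratio -3.21), and in cattle 0.544% and 4.45% (log2 ratio -3.01). The ratio was below 0 in 8 of 8 tissues of each species (exact permutation p = 0.0078, two-sided, the smallest that sign flips over 8 tissues can give; adjusted 0.0335). The 8 tissues share the same 2 animals and the same genome build, so they are not independent replicates of this ratio. The pig ratio moved most with peaks of q at most 0.01, to -3.54. The sign and the side of the threshold held in each species under both q limits, with peaks of at least 1 kb and with each library left out.

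**Figure D3:**
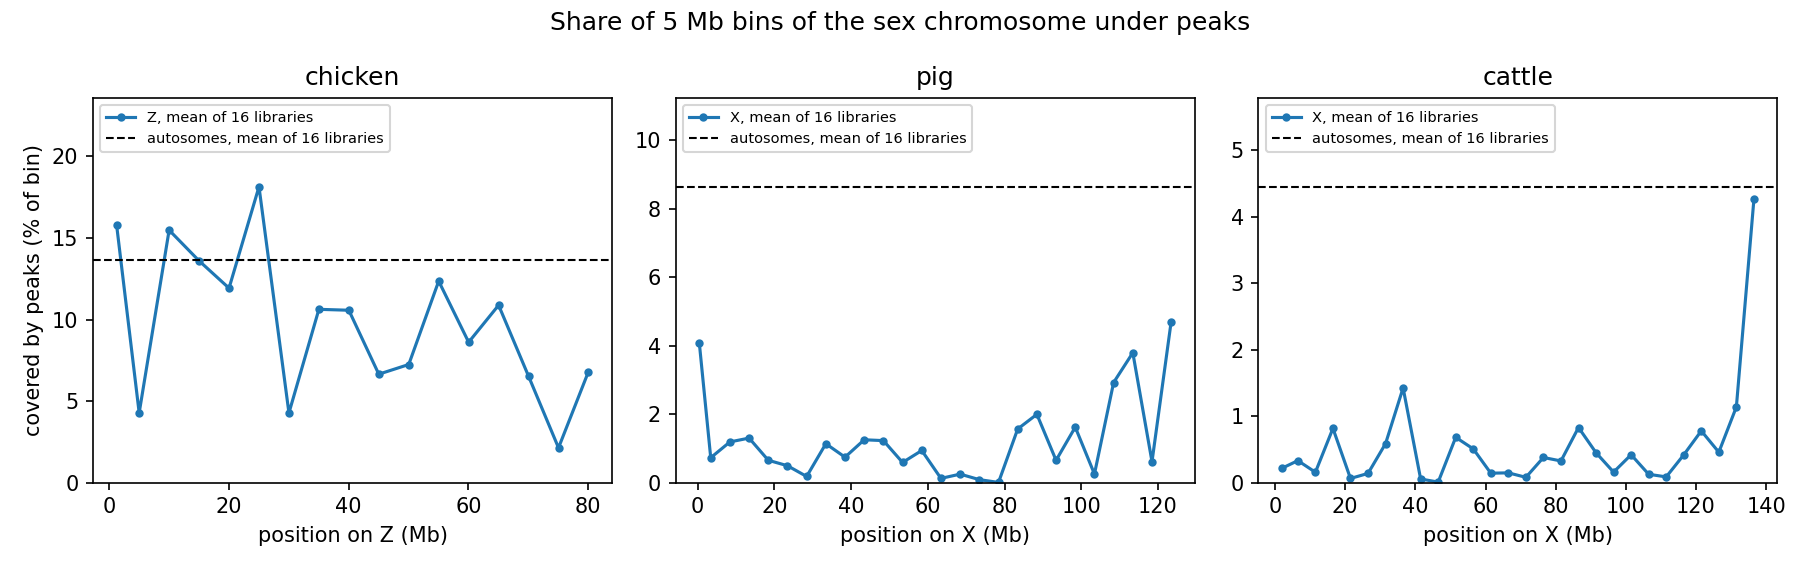
Percent of each 5 Mb bin of the sex chromosome under peaks (vertical axis, mean of 16 libraries) by position in Mb (horizontal axis), for Z in chicken and X in pig and cattle; vertical scales differ between species, bins are counted from the chromosome's end so that the first is shorter, and the dashed line is the mean over autosomes. The last bin of cattle X has a mean of 4.26% (SD 4.48, n = 16 libraries), the autosomes one of 4.45%, and no other bin of cattle X has a mean above 1.43%.

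Across autosomes, which are not independent replicates, the covered share was set against chromosome span. In cattle shorter chromosomes had the higher share (29 autosomes; Spearman's rho -0.575, permutation p = 0.00129, adjusted 0.0106; Pearson's r on log10 span -0.585, permutation p = 0.00083). Without chromosomes 1 and 25, the farthest from the median on the log10 scale of span, r was -0.47 (permutation p = 0.0123). In pig rho was -0.422 (18 autosomes, permutation p = 0.0825, adjusted 0.13) and r was -0.49 (permutation p = 0.0389). Without chromosomes 12 and 18 the pig r was -0.308 (permutation p = 0.246), so the relation rested on those chromosomes. In chicken rho was 0.0711 (32 autosomes, permutation p = 0.698, adjusted 0.805) and r was 0.27 (permutation p = 0.136). Without chromosomes 1 and 32 the chicken r was 0.199 (permutation p = 0.291). The lowest chicken shares were on short chromosomes, 0.214% on 31, 0.275% on 32, 0.864% on 16 and 1.14% on 30. Of these only 32 was left out. Other short chromosomes went both ways, with 25.9% on 26 and 9.52% on 25, where the longest, 1, had 9.96%. No correlation without all of the lowest was computed, so a higher share on shorter chromosomes among the rest stays open in chicken. Of the 30 tests, 16 had a raw permutation p under 0.05 and 11 an adjusted one.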

Values the study reported

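The study called H3K27me3 peaks in broad mode with a q-value cutoff of 0.05, using MACS2 2.1.1. Reads were trimmed with Trim Galore 0.4.5, aligned with BWA 0.7.17 and kept at a mapping quality of 30 or more. Combining its ChIP-seq marks, the study assigned a chromatin state with some epigenetic signal in 1 or more tissues to 53% of the chicken genome, 40% of the pig genome and 31% of the cattle genome.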

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

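The tests of list length for the overlaps of pig liver and cattle cerebellum and for the difference between species, the test of weaker enrichment in pig spleen, the limit by which swaps of labels were judged, and the comparison of brain similarity between species were chosen only after the results were seen. A tissue was singled out when its gap to the nearest other tissue of the same 8, divided by their range, exceeded Dixon's 95% critical value for 8 values. Of 27 groups of 8 tissues tested, 5 exceeded it, where chance gives about 1 in 20. The values of a group come from different tissues, so a biological difference between tissues stays open for each as untested.

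The 2 pig spleen libraries stood apart from the other pig tissues in covered length. The log2 difference between the animals was 3.18 (34.0 Mb in P348 and 309.3 Mb in P350), where the other 7 tissues lay between -0.47 and 0.22. Fewer reads or weaker enrichment in the P348 library is a candidate explanation, and 79.2% of its covered length lay inside the list of P350, against 33.1% to 68.2% inside those of other tissues. Cerebral cortex P350, with a list of nearly the same length (12.3% of the span, 12.5% in spleen P350), held 66.5%. When all lists were reduced to equal covered length, the index of the 2 spleen libraries was 0.206, and 4 of the 14 libraries of other tissues overlapped spleen P348 as much, up to 0.239. This cannot decide on weaker enrichment, since the P348 list was the shortest in pig. It kept all its peaks, where the other lists kept only those with the lowest q. Exchanging the label of a spleen library with that of another tissue of its animal raised the same-tissue overlap in 0 of 7 swaps of labels. The closest of these swaps gave 0.108, however, as did the labels. Of all 28 pig swaps, 1 raised the overlap, that of cerebellum with cerebral cortex, to 0.110. This is within the 0.0926 to 0.125 found with 1 tissue left out, so that swap cannot be excluded either. For the spleen, weaker enrichment, a swap and a wrong label without a partner all remain open. Read counts and measures of enrichment that bear on the first were not used here.

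Pig liver was singled out by 3 measures. The list of liver P350 was the shortest of that animal at 25.63 on the log2 scale of bp, with the next tissue at 27.11. Its mean index with the other tissues of P350 was 0.111, with the next at 0.211. At equal covered length the liver was still the lowest of P350, at 0.191, but the gap over the range was 0.295. A short list may therefore account for part of the low overlap, and the test leaves open how much. The log2 ratio of X to autosomes averaged -5.20 in pig liver, with the next tissue, spleen, at -3.68. At equal covered length it was -5.66 and the gap over the range was 0.581, still above Dixon's value, which argues against a short list as the cause of the low X ratio. Weak enrichment in liver remains open, since it can lower calls on X in ways that an equal length does not restore, and so does a difference between tissues.

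Cattle cerebellum M08 had the lowest mean index with the other tissues of its animal, 0.0779, with the next at 0.115. A short list can be excluded as the cause, since its list of 71.7 Mb was the third longest of M08, and 5 of the 7 other tissues had a shorter list and a higher mean index. With lists of equal covered length it was still the lowest, at 0.0716 with the next at 0.131, though the gap over the range was 0.36, under Dixon's value. A narrower comparison left out skeletal muscle, whose libraries overlapped cerebellum M08 by up to 0.285. With the other 12 libraries the highest index of cerebellum M08 at that length was 0.0562, and the lowest between tissues among these 12 was 0.162, which argues against a short list as the cause of the low overlap with the 12. Muscle was left out because of the values seen, and with it included the ranges overlapped. Ranges overlapped in pig liver P350 as well, whose list was the shortest of its animal, at 0.132 to 0.234 with the other 14 libraries and 0.121 to 0.62 between tissues among these. Exchanging the label of cerebellum M08 with that of another tissue of M08 raised the same-tissue overlap in 0 of 7 swaps of labels. The highest swapped value was 0.163 against 0.261 as labelled, below the 0.198 to 0.287 found with 1 tissue left out, which argues against such a swap. A wrong label shared by both animals, a different target or quality of the immunoprecipitation, and a biological difference of the cerebellum remain open as untested.

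The similarity of the brain tissues differed between cattle and both other species. The difference was 0.158 for chicken minus cattle and 0.205 for pig minus cattle (exact permutation p = 0.0179 for each, two-sided, the smallest that 56 choices can give), and -0.0473 for chicken minus pig (exact permutation p = 0.607). With the cerebellum not used, the differences were 0.124 (exact permutation p = 0.19) and 0.174 (exact permutation p = 0.143), where 21 choices allow 0.0476 at the lowest. Whether the cerebellum libraries alone made the difference cannot be told apart from an effect of all brain tissues, since the values stayed above 0 but missed the threshold. At equal covered length the difference for pig minus cattle was 0.201 (exact permutation p = 0.0357), which argues against lists of different length as its cause. By the same reduction, for chicken minus cattle it was 0.105 (exact permutation p = 0.232), so there the length of the lists stays open. Without the hypothalamus of chicken B it was 0.0982 (exact permutation p = 0.0893). The cattle libraries share an antibody lot of their own, which cannot be told apart from the species.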

How the results depend on the processing

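The q limit of 0.05, the set without the cerebellum and the comparison of brain similarity between species were added after the data were seen. For 48 results that answer a comparison, 303 values were computed under alternatives other than leaving out a library, and 238 kept their direction and side of the threshold or moved by less than the spread. The same-tissue overlap and the ratio of sex chromosome to autosomes did so in all 3 species under every alternative run. The causes of the changes below were not tested unless stated.

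With q at most 0.01, the similarity of the brain tissues in chicken was 0.0709 (exact permutation p = 0.0714), its difference between chicken and cattle 0.133 (exact permutation p = 0.0536), the covered share of pig minus cattle 2.71 (exact permutation p = 0.0547) and the correlation with chromosome span in chicken -0.051. Median widths were 2303, 1913 and 1391 bp in chicken, pig and cattle, wide peaks held 45.6%, 30.9% and 18.5% of the covered length, regions in 1 tissue only were 37.4% in chicken, regions in all tissues 0.835% in pig, and tissue-specific windows 1743 in chicken. With q at most 0.05, the median width was 1176 bp in chicken, regions in all tissues 1.15% in pig, and the share of pig minus cattle 3.65 (exact permutation p = 0.0547). With peaks of at least 1 kb, median widths were 2210, 2038 and 1771 bp by construction, regions in 1 tissue 36.3% in chicken and regions in all tissues 1.09% in pig.

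With gaps under 3 kb merged, the brain effect in cattle was -0.0163. On the linear scale it was -0.722 in cattle and 4.24 in pig (exact permutation p = 0.0357), and its difference for chicken minus pig was 3.57. With numbers of peaks, it was -0.12 in cattle, and the tissue effect in chicken was 0.66 (exact permutation p = 0.129). As a log2 ratio, chicken minus pig was 0.77 (exact permutation p = 0.0625). Pearson's r in pig was -0.49 (permutation p = 0.0389).

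With lists of equal covered length, which shortens every list but the shortest, the similarity of the brain tissues was 0.0203 in chicken and 0.116 in pig, and its difference for chicken minus cattle 0.105. Brain-only windows were 28 and 24 in chicken and pig, tissue-specific windows 499, 266 and 1300 in chicken, pig and cattle, regions in all tissues 7.08% and 4.70% in chicken and pig, and regions in 1 tissue 37.2% in chicken. With 5 kb windows, which double the number of windows, brain-only windows were 995 and 884, tissue-specific ones 5655, 2809 and 7474, and regions in all tissues 1.44% in pig. With any overlap, regions in all tissues were 11.5%, 8.49% and 1.46%, regions in 1 tissue 13.5%, 22.1% and 32.0%, tissue-specific windows 1602, 2641 and 7433, and brain-only windows 1064 in pig and 6 in cattle. With the cerebellum not used, brain-only windows were 907, 1515 and 7, the similarity in cattle 0.0179, and its differences 0.124 for chicken minus cattle and 0.174 for pig minus cattle.

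With the animal as a replicate block, the brain effect passed the threshold in chicken (0.97, exact permutation p = 0.00957) and pig (1.01, exact permutation p = 0.0344). The block changed no other call of the tissue effect, the same-tissue overlap or the brain effect.

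Leaving out each library in turn gave the following ranges. The tissue effect was 0.361 to 0.976 in pig, lowest without liver and past the threshold without spleen, and 0.724 to 0.875 in cattle, short of it without adipose or skeletal muscle. The similarity of the brain tissues was 0.0485 to 0.168 in chicken, short of the threshold without hypothalamus B, and 0.102 to 0.21 in pig, short of it without cerebellum P348 or cerebral cortex P350. Its difference was 0.0982 to 0.218 for chicken minus cattle, short of the threshold without chicken hypothalamus B, and -0.107 to 0.0127 for chicken minus pig, above 0 without chicken hypothalamus A or pig cerebral cortex P350. The covered share of chicken minus pig was 4.41 to 5.80, short of the threshold without chicken adipose, lung or muscle B or pig spleen P348, and that of pig minus cattle 3.15 to 4.54, short of it without pig spleen P350 or cattle lung M22. The brain effect in cattle was -0.17 to 0.33, below 0 without cerebral cortex, hypothalamus or lung of M22. Its difference for chicken minus pig was -0.36 to 0.27, above 0 without cerebral cortex, hypothalamus, lung or muscle of chicken B, pig adipose P350 or pig spleen P348. The animal effect was -0.000439 to 0.0135 in chicken, -0.00582 to 0.00135 in pig and -0.0037 to 0.00136 in cattle, and it was not past the threshold without any library.

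Counts and shares moved more. Brain-only windows in pig were 518 to 1290, the highest without cerebellum P350. Tissue-specific windows were 3186 to 5304 in chicken, 1269 to 6745 in pig and 3091 to 7339 in cattle. They rose by over 1.5 times without liver A or either cerebral cortex in chicken (5304, 4783 and 4917). In pig they did so without cerebellum P348 (6745) or P350 (1990), spleen P348 (5651), cerebral cortex P348 (2908) or P350 (2237), hypothalamus P348 (2278) or P350 (2176), skeletal muscle P348 (2083) or adipose P350 (1971). In cattle they did so without cerebral cortex M08 (7339), adipose M08 (7109) or M22 (6368), or lung M08 (4820) or M22 (7025). A tissue with 1 library left needs 1 call in place of 2, which raises these counts by construction. Regions in all tissues were 3.43% to 4.45% in chicken, 1.22% to 2.81% in pig and 0.0718% to 0.718% in cattle (2.81% without pig liver P350, 0.718% without cattle cerebellum M08 and 0.159% without cattle skeletal muscle M22), and regions in 1 tissue 33.5% to 42.4% in chicken and 59.0% to 73.4% in cattle.

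For values of single tissues and the longest runs of windows called in every library, 131 of 309 under the alternatives and 59 of 432 without a library moved beyond the spread or 1.5 times. Sequence lengths of the reference, and all alternatives for promoters, were not run because no reference on these builds was used. Read counts were not used here, so no value was compared at equal depth. Equal covered length stands in for it and also removes real differences in extent.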

Other observations

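The tests for cattle cerebellum with skeletal muscle, for shared reads of 2 chicken libraries, for the labels of chicken adipose and muscle and for the end of cattle X, the count over choices of 2 tissues, and the limit by which swaps of labels were judged, were chosen only after the results were seen.

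Windows called in all brain libraries and no other were compared over the 56 choices of 3 tissues. In chicken 1 of 56 choices, the brain tissues themselves, gave as many as 591 windows, and the highest other choice gave 23. In pig 1 of 56 choices gave as many as 518, and the highest other gave 10. Chance in the choice of tissues can thus be excluded for both. In cattle the brain tissues had 0 such windows, and the highest other choice gave 112. Any choice gives at least 0, so the count over the 56 choices cannot test the brain tissues there.

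Cattle cerebellum and skeletal muscle overlapped each other more than they overlapped the other tissues. The index between them at equal covered length was 0.281 to 0.289, and the cerebellum had 0.0085 to 0.0569 with the 12 libraries of the other 6 tissues. Skeletal muscle had 0.0415 to 0.164 with these 12, and the 12 had 0.162 to 0.469 among each other. Set against all choices of 2 of the 8 tissues, 1 of 28 choices stood apart as much. The index of the pair minus its mean index with the rest was 0.223, and the next pair, adipose and lung, had 0.176. Since the pair was picked from these data for its overlap, this count cannot exclude a chance choice of 2 tissues. Within each of these tissues the index of the 2 animals was 0.641 (cerebellum) and 0.654 (skeletal muscle). A candidate explanation is that these 4 libraries share a technical property, such as another target of the antibody or a batch. In these 4 lists 54.5% to 84.4% of the peaks had a q of 0.01 or less, against 19.0% to 42.1% in the other 12. Their mean log2 ratios of X to autosomes, -1.16 in muscle and -2.23 in cerebellum, were the highest in cattle, with cerebral cortex next at -2.97. The 4 libraries thus differed from the rest in more than position, but these values do not separate a technical from a biological cause. The labels name no batch within cattle, so a batch was not tested, nor was a biological likeness of the tissues.

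Chicken cerebellum B and cerebral cortex B had the highest index of the 120 chicken pairs, 0.593. At equal covered length it was 0.639, below the 0.66 of spleen A and B and the 0.645 of adipose A and skeletal muscle B. With any other chicken library they reached at most 0.315, and 3774 windows were called in these 2 libraries only, where no other pair had more than 2118. Of the peaks of the shorter list, 0% had the same start and end in the other list, as in 112 of the 120 pairs. The same reads listed under 2 labels stay open all the same, since peaks called against different controls can differ and the control is not stated. A swap of labels between 1 of these libraries and another tissue of animal B raised the same-tissue overlap in 0 of 12 swaps. The closest of these 12, of cerebral cortex with hypothalamus, gave 0.109 against 0.116 as labelled. Exchanging the labels of cerebellum and cerebral cortex with each other, which is not among the 12, gave 0.1162 against 0.1163. Both values lie within the 0.0966 to 0.137 found with 1 tissue left out, so a swap cannot be excluded. One library sequenced under 2 labels, shared material, and a real likeness of 2 brain tissues in animal B also remain open.

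Chicken adipose A overlapped skeletal muscle B (0.645 at equal covered length) more than adipose B (0.485). The other pair that a swap would join, adipose B and skeletal muscle A, went the other way. Its index was 0.441, below the 0.535 of skeletal muscle A and B. Exchanging these labels in 1 animal gave a same-tissue difference of 0.125 against 0.116 as labelled. That is within the range of 0.0966 to 0.137 found with 1 tissue left out, so a swap of these labels in 1 animal cannot be told apart from the labels being right.

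The last 5 Mb of cattle X, from 133999976 to 138999975, were covered by 4.26% ± 4.48 (SD, n = 16 libraries), the autosomes by 4.45%, and no other bin had a mean above 1.43%. The last bin was at or above the autosomes of the library in 5 of 16 libraries. The bin from 33999976 was so in 2 libraries, and those from 48999976, 83999976 and 88999976 in 1 each. A single copy of X in males, with a second copy of its end on Y, is a candidate explanation of the low coverage elsewhere. No position of a shared segment was used here, Z in chicken was below the autosomes (log2 ratio -0.59) although males have 2 copies, and no bin of pig X reached the autosomal 8.64%, with at most 4.70%. The tables therefore do not decide between copy number and a real lack of the mark on X.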
